# Milk Fat Globule Membrane-Containing Protein Powder Promotes Fitness in *Caenorhabditis elegans*

**DOI:** 10.3390/nu16142290

**Published:** 2024-07-17

**Authors:** Miina Pitkänen, Olli Matilainen

**Keywords:** milk fat globule membrane (MFGM), hydrolyzed milk protein, MFGM-containing protein powder (MProPow), *C. elegans*, fitness, innate immunity, cathepsin B

## Abstract

Milk-derived peptides and milk fat globule membrane (MFGM) have gained interest as health-promoting food ingredients. However, the mechanisms by which these nutraceuticals modulate the function of biological systems often remain unclear. We utilized *Caenorhabditis elegans* to elucidate how MFGM-containing protein powder (MProPow), previously used in a clinical trial, affect the physiology of this model organism. Our results demonstrate that MProPow does not affect lifespan but promotes the fitness of the animals. Surprisingly, gene expression analysis revealed that MProPow decreases the expression of genes functioning on innate immunity, which also translates into reduced survival on pathogenic bacteria. One of the innate immunity-associated genes showing reduced expression upon MProPow supplementation is *cpr-3*, the homolog of human cathepsin B. Interestingly, knockdown of *cpr-3* enhances fitness, but not in MProPow-treated animals, suggesting that MProPow contributes to fitness by downregulating the expression of this gene. In summary, this research highlights the value of *C. elegans* in testing the biological activity of food supplements and nutraceuticals. Furthermore, this study should encourage investigations into whether milk-derived peptides and MFGM mediate their beneficial effects through the modulation of cathepsin B expression in humans.

## 1. Introduction

In addition to exercise, nutrition plays a central role in maintaining health and fitness, which is crucial for both societal welfare and individual well-being. Therefore, food supplements and nutraceuticals have become increasingly popular for complementing the diet. These products have the potential to fill nutritional gaps and thereby prevent chronic diseases by providing essential vitamins, minerals, and other bioactive compounds [1]. Milk-derived bioactive peptides, which are naturally present in milk or can be generated through the hydrolysis of native proteins, have garnered attention due to their diverse health benefits and potential applications in functional foods, dietary supplements, and pharmaceuticals. For example, these peptides have been shown to promote cardiovascular health, possess immunomodulatory properties, and improve metabolic health [2,3]. In addition to milk-derived peptides, the milk fat globule membrane (MFGM) is another bioactive component found in milk. MFGM, which encloses milk fat in globules, has a complex trilayer structure mainly composed of polar lipids, cholesterol, various proteins, and glycoproteins [4]. MFGM is recognized for its potential health benefits, especially in infants, as it promotes the maturation of the gut and the immune system and boosts cognitive development [5,6]. Studies conducted on older subjects have found that MFGM-enriched milk improves episodic memory [7], while MFGM supplementation combined with exercise may be beneficial in improving walking speed and other walking parameters, such as step length [8].

Recently, a study reported how protein powder (with partially hydrolyzed protein) and a daily snack rich in both milk-derived peptides and MFGM affect the physical performance of older women [9]. This study found that these dietary interventions improved physical performance based on the Short Physical Performance Battery score [9]. Building on this study, we utilized the widely used model organism, *Caenorhabditis elegans*, to further investigate the effects of MFGM-containing protein powders on a multicellular organism. Due to its small size, ease of culture, and short life span, *C. elegans* is an excellent model to study how different interventions affect an organism’s physiology throughout its life cycle. Notably, despite being a 1 mm long nematode, at least 83% of the *C. elegans* proteome has human homologous genes [10]. Moreover, as *C. elegans* conserves the key signaling pathways regulating health and lifespan across eukaryotes, it is an emerging model in food and nutrition research, as well as in drug discovery [11,12]. By using this model organism, our aim was to investigate whether MFGM-containing protein powders have an effect on fitness or lifespan, and if so, elucidate the underlying mechanism.

## 2. Materials and Methods

### 2.1. MFGM-Containing Protein Powder (MProPow)

This study used two MFGM-containing protein powders (MProPows: MProPow1 and MproPow2), which were made with the same recipe but are from two independent batches. The production of MProPow has been described earlier [9]. Shortly, lactose-free, protein-hydrolyzed butter milk powder was produced from ultrafiltered lactose-free buttermilk concentrate. A part of monosaccharides was removed by ultrafiltration, and proteins and residual fats were concentrated. After ultrafiltration, proteins were partially hydrolyzed by enzymatic hydrolysis. The lactose content of the final protein concentrate was <0.01%. Protein hydrolysis was undertaken according to patent EP 2632277B1 [13] and as described previously [14]. As stated previously, the degree of hydrolysis of the proteins was controlled so that the ratio of free tyrosine to total protein was 6.3 mg per gram, respectively [14]. Nutritional content of MProPow is listed in Table 1. For experiments in this study, MProPows were mixed with water to achieve a final concentration of 1 mg/mL. Notably, MProPows are not fully soluble in water. Therefore, to increase their solubility, they were ground with a plastic pestle in 500 µL of water in a 1.5 mL Eppendorf tube before diluting them to a concentration of 1 mg/mL. MProPow solutions were spread on agar plates (200 µL on a 3 cm plate, 1 mL on a 6 cm plate, and 2 mL on a 10 cm plate). Water was used as a control in all experiments. After the plates dried, they were seeded with bacteria.

### 2.2. C. elegans Maintenance

The *C. elegans* N2 (Bristol) strain was used in all experiments. *C. elegans* were maintained on NGM plates (peptone, P4963, Merck, Darmstadt, Germany); agar, A4550, Merck; NaCl, 746398, Merck). Except for PA14 assay and *cpr-3* RNAi experiments, animals were kept on *E. coli* OP50 or *E. coli* HT115 carrying the empty vector (EV, control vector for RNAi). When using the HT115 (EV), bacterial culture was prepared according to the RNAi protocol described earlier (including the supplementation of IPTG) [15]. Unless otherwise mentioned, all experiments were performed at 20 °C.

### 2.3. Lifespan Analyses

Lifespan experiments were performed on *E. coli* OP50 or *E. coli* HT115 carrying an empty vector (EV). Lifespan experiments were initiated by allowing gravid hermaphrodites (P0 generation) to lay eggs on 6 cm NGM agar plates, and the F1 generation was scored for lifespan. Alternatively, animals were bleached and allowed to hatch overnight in M9 before plating L1 larvae onto 6 cm NGM agar plates. These two alternative methods to initiate lifespan did not affect the conclusions drawn from the experiments. At the L4 larval stage, animals were transferred to 3 cm NGM agar plates containing 5-Fluorouracil (5-FU) (10 µM) (Merck, #F6627) to prevent progeny production. Animals with an exploded vulva or that crawled off the plate were censored. Animals were counted as dead if there was no movement after being poked with a platinum wire. Lifespans were checked every 1–3 days. Animals were maintained on MProPow-containing plates throughout the entire experiment. Mean lifespan ± standard error (SE) is reported in the Supplementary Materials File S1, Table S1.

### 2.4. Motility Measurement

Animals were synchronized by bleaching and plated as L1 larvae on 10 cm NGM agar plates seeded with *E. coli* OP50 or *E. coli* HT115 (EV), which were kept at 20 °C. At the L4 larval stage, animals were transferred to 10 cm NGM agar plates containing 5-FU (10 µM) (Merck, #F6627) to prevent progeny production. Motility was measured on days 2 and 4 of adulthood. Animals were transferred to new plates after day 2 of adulthood. For motility measurement, 10 animals were picked in a single well of a 96-well plate containing 100 µL of M9 solution. In a single experiment, 22–24 wells were used for each condition. Motility was measured for two hours using WMicrotracker machine (InVivo Biosystems, Eugene, OR, USA) with preset configurations.

### 2.5. RNA Sequencing

Animals were synchronized by bleaching and plated as L1 larvae on control or protein powder 2-containing 10 cm NGM agar plates seeded with *E. coli* OP50. At the L4 larval stage, animals were transferred to 10 cm NGM agar plates containing 5-FU (10 µM) (Merck, #F6627) to prevent progeny production. Animals were collected on day 2 of adulthood (three biological replicates for both strains) and frozen in liquid nitrogen. Total RNA was extracted with TRIzol Reagent (ThermoFisher Scientific, Waltham, MA, USA), #15596018). Samples were sent to Novogene for library construction, quality control, sequencing, and data analysis. In short, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. After the fragmentation, the first strand cDNA was synthesized using random hexamer primers, followed by the second strand cDNA synthesis. The library preparations were sequenced on an Illumina platform. Paired-end clean reads were mapped to the reference genome using HISAT2 software (version 2.0.5) [16]. FeatureCounts [17] was used to count the read numbers mapped of each gene. Differential expression analysis between two conditions (three biological replicates per condition) was performed using DESeq2 [18]. Genes with *p*-value < 0.05 and log2FoldChange > 0 found by DESeq2 were assigned as differentially expressed. Differentially expressed genes can be found from Supplementary Materials File S2. GO enrichment analysis was performed using clusterProfiler [19]. The RNA-seq data are available in the Gene Expression Omnibus (GEO) database repository (GSE270138).

### 2.6. Quantitative RT-PCR (qRT-PCR)

Animals were synchronized by bleaching and plated as L1 larvae on 10 cm NGM agar plates. Plates were kept at 20 °C. Animals were collected at the L4 larval stage or on day 2 of adulthood and frozen in liquid nitrogen. Animals that were collected on day 2 of adulthood were transferred to plates containing 5-FU (10 µM) (Merck, #F6627) at the L4 larval stage to prevent progeny production. TRIzol Reagent (ThermoFisher Scientific, #15596018) was used to extract RNA. cDNA synthesis was performed with the QuantiTect Reverse Transcription Kit (Qiagen, Hilden, Germany), #205313), and qRT-PCR reactions were run with the HOT FIREPol SolisGreen qPCR Mix reagent (Solis BioDyne, Tartu, Estonia), #08-46-00001) using the CFX384 or CFX Opus 384 machine (Bio-Rad, Hercules, CA, USA). qRT-PCR data were normalized to the expression of *cdc-42* and *pmp-3*. qRT-PCR oligos used in this study are provided in Supplementary Materials File S1, Table S2. qRT-PCR experiments were performed with three biological replicates, with three technical replicates for each biological replicate. All qRT-PCR experiments were performed at least twice.

### 2.7. Pseudomonas aeruginosa Assay

*Pseudomonas aeruginosa* assays were performed as described earlier [20] with minor modifications. A total volume of 200 μL of MProPow solutions (1 mg/mL) was added to 3 cm NG plates with 10 µM 5-FU (Merck, #F6627). After the plates had dried, they were seeded with 3 µL of an overnight-grown *Pseudomonas aeruginosa* (PA14) suspension and incubated at 37 °C for 24 h. A total volume of 20 µL of 2% SDS was added to the edges of the plate to prevent the escape of the animals. *C. elegans* were grown on 6 cm NGM agar plates supplemented with 1 mL of MProPow solutions (1 mg/mL) and seeded with OP50. Animals were transferred to PA14 plates at the L4 stage and incubated at 25 °C. Animals were scored daily for survival based on their ability to respond to touch. Animals that crawled off the plate were censored. Mean lifespan on PA14 ± standard error (SE) is reported in the Supplementary Materials File S1, Table S1.

### 2.8. RNA Interference (RNAi)

*cpr-3* RNAi clone was taken from the Ahringer RNAi library (Source BioScience, Nottingham, UK). RNAi was performed using the feeding protocol described earlier [15]. Animals were kept on *cpr-3* RNAi during the whole experiment.

### 2.9. Statistical Analysis

Statistical analyses for motility and qRT-PCR data were carried out in GraphPad Prism (version 10.2.3). qRT-PCR data represent the mean of three biological replicates ± standard deviation (SD). One-way ANOVA was used for qRT-PCR and motility measurements to analyze whether there are any statistically significant differences in gene expression or motility, respectively, between the means of three or more independent groups (e.g., Ctrl, MProPow1 and MProPow2). In Figure S1b, *t*-test was used to determine the significance of the difference between the means of two sets of data. In all statistical tests, a *p*-value less than 0.05 was considered significant. Statistical calculations for lifespan experiments were carried out in RStudio (version 1.1.463) using the Cox-proportional hazard regression analysis. Statistical details for the lifespan data can be found in Supplementary Materials File S1, Table S1.

## 3. Results

### 3.1. MFGM-Containing Protein Powder (MProPow) Improves C. elegans Motility

In this study, we used two MFGM-containing protein powders (MProPows, MProPow1, and MProPow2), which were generated using the same recipe but are from two independent batches (see Methods for information on MProPow production and Table 1 for its nutritional content). Regarding the concentration of MProPows used in the experiments, it has been shown that single amino acids extend *C. elegans* lifespan in liquid S-medium when supplemented at concentrations of 1–10 mM [21]; 10 mM of serine, which shows the most prominent effect on lifespan [21], equals approximately a concentration of 1 mg/mL. Since a single amino acid has a robust effect on lifespan at this concentration, we decided to investigate whether MProPows affect physiology at similar concentrations. For this, we mixed MProPows with water to achieve a final concentration of 1 mg/mL and spread the solutions on NGM agar plates (see Methods for details).

First, we tested whether MProPows affect lifespan. For lifespan experiments, we used the *E. coli* B strain OP50, which is probably the most commonly used bacterial strain in *C. elegans* maintenance and experiments, as a food source. Additionally, we utilized the *E. coli* K-12 strain HT115, another commonly used bacterial strain in *C. elegans* research, particularly in RNAi experiments. In this experiment, we employed HT115 bearing the empty vector (EV), which serves as a control in RNAi experiments. Notably, HT115 provides a healthier diet compared to OP50, as it not only improves the host’s response to oxidative, heat, or pathogenic stress [22] but also leads to a longer lifespan [23,24,25]. In the lifespan assays performed at 20 °C, we found that MProPows do not affect lifespan on either diet (Figure 1a,b, Supplementary Materials File S1, Table S1). In addition to the lifespan experiments conducted at 20 °C, we also tested the effects of MProPows on the lifespan of animals kept at 25 °C, a condition that induces mild heat stress. We conducted two independent experiments at this higher temperature. One experiment showed no statistical difference between the treatments, while the other experiment indicated that MProPows induce a modest lifespan extension (Figure S1a, Supplementary Materials File S1, Table S1). Nevertheless, based on our data, it can be concluded that MProPows do not affect lifespan.

Importantly, lifespan does not always correlate with healthspan, and therefore, many interventions that prolong lifespan also extend the period of frailty [26,27]. To investigate whether MProPows affect organismal health, we used a thrashing assay in liquid, which measures *C. elegans* motility and is a widely used method to analyze the fitness of the animals [26,27]. In this assay, we placed animals in M9 solution and measured their swimming activity on a 96-well plate using WMicrotracker (see Methods for details). Interestingly, when analyzing day 2 and day 4 adult animals (day 5 and day 7 from hatch, respectively) grown on OP50, we found that both MProPow1 and MProPow2 increase the motility of the animals (Figure 1c). MProPows also increase the motility of animals grown on HT115 (Figure 1d), although their effect is not as pronounced as in experiments performed with OP50 (Figure 1c). Importantly, the HT115 diet alone leads to elevated motility compared to OP50-fed animals (Figure S1b), which may explain the finding that MProPows have a greater effect on animals maintained on OP50. Nevertheless, these data demonstrate that, although MProPows do not affect lifespan, they promote the fitness of the animals.

### 3.2. MProPow Decreases the Expression of Genes Related to Innate Immunity, and Reduces the Survival on Pathogenic Bacteria

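Whole-animal RNA was sequenced from 3 biological replicates grown on MProPow2 and 3 grown on water-treated control plates. All were N2 wild-type animals kept at 20 °C with *E. coli* OP50 as food. MProPow2, a batch of the milk fat globule membrane-containing protein powder, was spread on the plates as a solution of 1 mg/mL. From the L4 stage on, the animals were exposed to 10 µM 5-FU, which blocks the production of progeny, and they were collected on day 2 of adulthood. Poly-A RNA was selected with poly-T beads. The authors mapped the paired-end reads with HISAT2 2.0.5, counted them per gene with FeatureCounts, and deposited the counts without normalization. The genome build and the strand setting of the counting are not given in the sources used here, so genes that overlap or have near-identical copies may hold each other's reads. The table lists 46936 genes, of which 26609 had at least 1 read in any library. Control libraries 1, 2 and 3 held 28859395, 37501098 and 31480657 counts, and MProPow2 libraries 1, 2 and 3 held 32145772, 29347851 and 30784427. The medians were 31480657 in control and 30784427 in MProPow2. Ribosomal RNA genes took from 0.216% to 1.47% of the counts in control libraries and from 0.844% to 1.97% in MProPow2 libraries. Any 2 replicates of a group differed by more than the sampling noise of their counts, with a chi-square per degree of freedom of at least 16.7, so each library was treated as a separate replicate. The counts were normalized with the TMM method of edgeR and tested with its quasi-likelihood test on the 14534 genes kept by filterByExpr. Expression is given in counts scaled to 1000000 per library (CPM), as mean ± SD over 3 libraries per group, and a positive log2 fold change means higher expression in MProPow2-treated animals. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1, so calls rest on the model fitted across all genes.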

To elucidate the mechanism by which MProPows promote fitness, we performed RNA-seq of OP50-fed day 2 adult *C. elegans* grown on MProPow2. 

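At an unadjusted p under 0.05, the threshold that the paper's methods give, edgeR called 1327 genes higher and 1127 genes lower in MProPow2-treated animals than in control animals. At this threshold, 727 of the 14534 genes tested would pass by chance. After Benjamini-Hochberg adjustment over all genes tested, 223 genes were higher and 214 were lower at an adjusted p under 0.05. DESeq2, the tool named in the paper's methods, was also run on every gene with at least 1 read. It gave 1210 higher and 1077 lower genes at the unadjusted threshold. At its adjusted p, 341 were higher and 388 lower, which is 31.9% of its unadjusted calls. Of the 437 genes that edgeR called at adjusted p, 412 were also called by DESeq2 in the same direction. When single libraries were left out, the adjusted counts ran from 17 higher and 55 lower genes without control replicate 2 to 627 higher and 417 lower genes without MProPow2 replicate 3. The share of higher genes among the unadjusted calls was 54.1% with TMM and 71.9% with upper-quartile normalization, where 1714 genes were higher and 670 lower. It was 42.7% without MProPow2 replicate 2, where 1001 genes were higher and 1343 lower. That was the only setting with more lower than higher genes. The genes called higher at adjusted p were of lower abundance, with a median of 3.30 CPM against 34.2 CPM for the genes called lower. The largest fall among the 5 lower genes of smallest p was in T19C9.8 (identifier 180142), from 27.0 ± 2.32 CPM (SD, n = 3) in control to 2.93 ± 1.03 CPM in MProPow2 (n = 3). Its log2 fold change was -3.20 (standard error 0.22, adjusted p = 2.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The others were C49C8.5, F54E2.1, C17H12.8 and Y41C4A.32, with log2 fold changes between -2.35 and -1.36. The higher gene of smallest p was T22B7.7 (identifier 180832), which rose from 14.1 ± 1.32 CPM to 43.5 ± 4.26 CPM, a log2 fold change of 1.62 (standard error 0.12, adjusted p = 2.7e-04 from the same test). It was followed by ins-19, gba-2, vit-1 and thn-1, with log2 fold changes between 0.89 and 2.39. Each of these 10 genes had no overlap between the CPM values of the 2 groups.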

Data analysis revealed that the expression of 1210 genes is upregulated, and 1077 genes are downregulated in MProPow2-treated animals (Figure 2a, Supplementary Materials File S2). Interestingly, Gene Ontology (GO) enrichment analysis of differentially expressed genes revealed that the downregulation of innate immunity-related processes shows the most significant enrichment in MProPow2-treated animals (Figure 2b, Supplementary Materials File S2). 

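The members of the GO terms are not used here. Families of genes recognised by their symbols, fixed before the data were examined, stand in for them. The clec, irg, dod, lys, cpr, fatty acid and gcy families were chosen to match the paper's enriched GO terms, which come from these same libraries. What they show is thus not independent of that enrichment. All families were tested with camera at a preset inter-gene correlation of 0.01, with adjustment over 20 lists. The 10 tested dod genes (downstream of DAF-16) had a median log2 fold change of -0.44, with 7 lower and 3 of these called at adjusted p over all genes (camera adjusted p = 7.3e-05). Without MProPow2 replicate 1 their median was -0.24, and dod-24 was not called without control replicate 2 or 3 or MProPow2 replicate 1 (adjusted p from 0.092 to 0.105). Of 9 lysozyme (lys) genes, 7 were lower, with a median of -0.17 (camera adjusted p = 0.031), although none was called at adjusted p over all genes and 3 were lower at unadjusted p in edgeR. Of these, lys-7 was called without control replicate 3 (adjusted p = 0.048), and lys-4, lys-5 and lys-7 without MProPow2 replicate 3 (0.0012, 0.020 and 0.022). DESeq2 called lys-7 and lys-5 at its adjusted p. In edgeR, lys-7 was called with RLE (adjusted p = 0.049), and lys-7, lys-5 and lys-4 with no filter (2.1e-04, 2.2e-04 and 5.4e-08). For lys-4, the adjusted p was 0.27 in edgeR with the filter and 0.50 in DESeq2. Its log2 fold change was -1.23 with the filter and -1.24 without, while its standard error fell from 0.52 to 0.18. MProPow2 replicates 1, 2 and 3 held 494, 673 and 88.7 CPM of lys-4, a spread that the smaller error does not reflect. None of lys-7, lys-5 and lys-4 was called with upper-quartile normalization, at least 10 counts in every library, a replicate block or limma. The lys median was -0.10 under upper-quartile normalization, -0.27 without control replicate 3, -0.11 without MProPow2 replicate 1 and -0.48 without MProPow2 replicate 2. The 99 tested C-type lectin (clec) genes moved both ways, with 7 called lower and 3 called higher over all genes tested, and 11 lower and 8 higher when adjusted over the list alone. Their median was -0.10 (camera adjusted p = 0.17), and -0.032 under upper-quartile normalization (camera adjusted p = 0.031). Of the 7 infection response (irg) genes, 5 were higher and 2 lower, with a median of 0.20 (camera adjusted p = 0.62), which was 0.34 without control replicate 3, 0.41 without MProPow2 replicate 1 and 0.13 without MProPow2 replicate 3. Among them irg-7 was called lower and irg-4 was called higher, irg-4 being named after its values were seen. The 32 genes of antimicrobial and antifungal peptide families had a median of -0.0081 (camera adjusted p = 0.72), which turned to 0.0031 under RLE, 0.059 under upper-quartile normalization, 0.049 without control replicate 1 and 0.0022 without MProPow2 replicate 2, and lay between -0.021 and -0.0043 without control replicate 2 or 3 or MProPow2 replicate 3. On the side of higher expression, the 17 tested guanylyl cyclase (gcy) genes, which make cGMP, had a median log2 fold change of 0.62. Of these, 15 were higher, 4 were called at adjusted p over all genes, and 10 were called when adjusted over the list alone (camera adjusted p = 1.4e-06). Of the 4, gcy-8 and gcy-9 were not called without control replicate 2 or 3 or MProPow2 replicate 1 (adjusted p from 0.052 to 0.114). Nor was gcy-9 called without control replicate 1 (0.084) or MProPow2 replicate 2 (0.071). With limma, gcy-23, gcy-8 and gcy-9 were not called (0.093 to 0.211), while gcy-23 was called without any one library. The gcy gene of smallest p, gcy-23, rose from 0.54 ± 0.14 CPM (SD, n = 3) to 2.17 ± 0.17 CPM (n = 3), which rests on 11 to 70 reads per library. Of the 8 lists past an adjusted p of 0.05 with camera, 4 remained under fry: gcy, dod, the vitellogenins and the 8 genes of Figure 3a. Those 8 genes were picked by the paper for low p in these libraries, so that their passing is no evidence of its own. The dod, clec, irg and cpr lists hold dod-19, clec-62, irg-7 and cpr-3 of these 8, and were not tested without them. With the correlation estimated from the data, 0 lists passed, the smallest adjusted p being 0.175, and 4 passed at an unadjusted p, the 8 genes again among them.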

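Genes of fatty acid metabolism, recognised by symbol (desaturases, elongases, acyl-CoA synthetases, acyl-CoA dehydrogenases and oxidases, carnitine palmitoyltransferases and enoyl-CoA hydratases), stand in for genes of carboxylic acid metabolism. Of 69 tested, 48 had lower expression in MProPow2-treated animals, and the median log2 fold change was -0.17 (46 lower and a median of -0.10 under upper-quartile normalization, where the median of all genes tested was 0.053). The list passed with camera (adjusted p = 9.9e-05 over 20 lists) and did not pass with fry (adjusted p = 0.22). At adjusted p over all genes tested, 3 were called lower and 3 higher, against 9 lower and 5 higher when adjusted over the list alone. The acyl-CoA synthetase acs-1 (identifier 179043) fell from 272 ± 8.27 CPM (SD, n = 3) in control to 131 ± 15.7 CPM in MProPow2 (n = 3). Its log2 fold change was -1.05 (standard error 0.10, adjusted p = 0.0014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The desaturase fat-5 fell from 57.9 ± 6.09 CPM to 31.3 ± 3.44 CPM (log2 fold change -0.89, adjusted p = 0.0050 from the same test). In the other direction, acs-15 rose from 0.29 ± 0.19 CPM to 2.34 ± 0.17 CPM, on 4 to 76 reads per library.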

Although the GO terms “monocarboxylic acid metabolic process” and “carboxylic acid metabolic process” also show strong enrichment among downregulated genes in MProPow2-treated animals (Figure 2b), the downregulation of innate immunity-related genes in three biological replicates is statistically more significant compared to the genes falling under the two above-mentioned GO terms. For example, of the 22 most significantly downregulated genes, eight are under the innate immunity-related GO terms (Supplementary Materials File S2). In contrast, of the 106 most significantly downregulated genes, only three and four genes fall under the GO terms of “monocarboxylic acid metabolic process” and “carboxylic acid metabolic process”, respectively (Supplementary Materials File S2).

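The 8 innate immunity-related genes of Figure 3a are C17H12.8, C49C8.5, cpr-3, irg-7, dod-19, ZK6.11, clec-62 and cdr-4. The deposited table lists them under the NCBI Gene identifiers 177447, 177668, 180033, 180613, 178564, 191209, 174926 and 259654. In each of them, the CPM of all 3 MProPow2 libraries lay below that of all 3 control libraries (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Their mean expression in MProPow2 was between 32.3% (C17H12.8) and 49.4% (dod-19) of the control mean. C17H12.8 fell from 281 ± 16.0 CPM (SD, n = 3) to 90.6 ± 13.2 CPM (n = 3), a log2 fold change of -1.63 (standard error 0.12, adjusted p = 2.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C49C8.5 had a log2 fold change of -1.44 and the smallest p of all lower genes. The most abundant of the 8, irg-7, fell from 1240 ± 136 CPM to 538 ± 54.6 CPM, and the least abundant, cdr-4, from 23.2 ± 1.75 CPM to 9.89 ± 0.81 CPM. The largest adjusted p of the 8 was 0.0038, for ZK6.11. All 8 were called over all genes tested and when adjusted over the list alone, and the second count is not independent evidence, since the genes were picked on these libraries. Ranked by p among the lower genes in edgeR, C49C8.5 came at rank 1, C17H12.8 at 4, cpr-3 at 7, dod-19 at 14, cdr-4 at 16, irg-7 at 20, clec-62 at 23 and ZK6.11 at 28, so that 6 of the 8 were among the first 22. Ranked by DESeq2, all 8 were among the first 22, the last of them at rank 21. With limma on log2(FPKM + 1) and no filter, clec-62 (adjusted p = 0.053) and ZK6.11 (adjusted p = 0.070) were not called. In the same libraries, 16 intestinal marker genes outside these families had a median log2 fold change of -0.27.

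**Figure D1:**
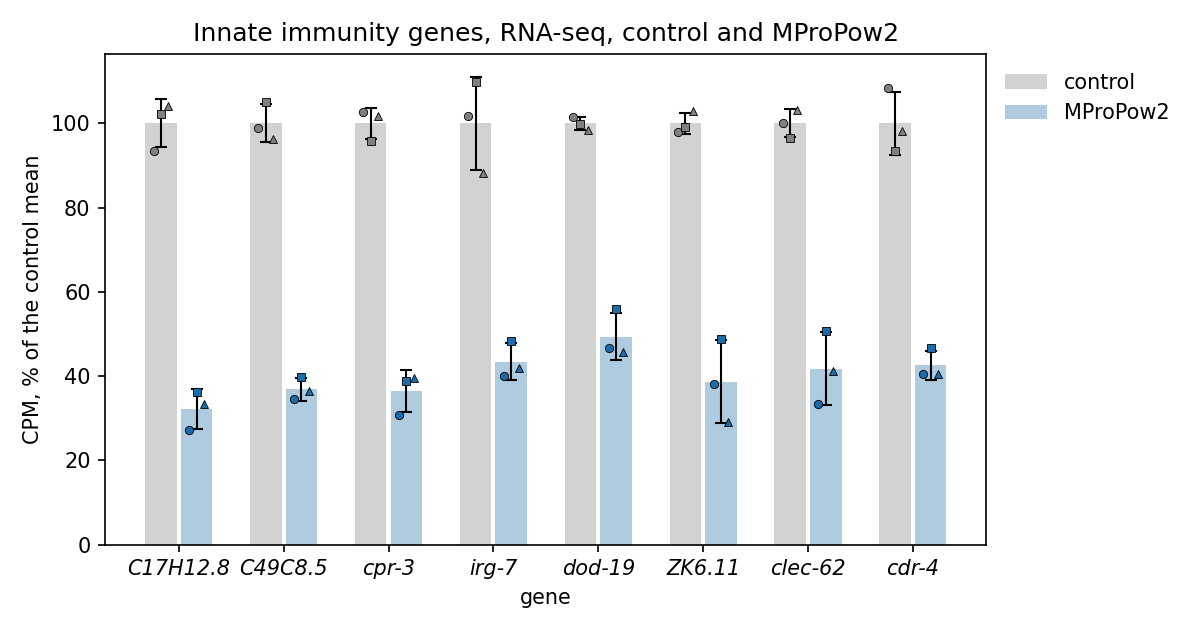
Expression of the 8 innate immunity-related genes of Figure 3a in the RNA-seq libraries, in CPM as a percentage of each gene's control mean. Bars are means, error bars are SD (n = 3), and circles, squares and triangles are replicates 1, 2 and 3, with control in grey and MProPow2 in blue. The MProPow2 means lie between 32.3% and 49.4%, and each MProPow2 library lies below each control library.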

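Among the 106 lower genes of smallest p in edgeR, 2 of the 69 tested fatty acid metabolism genes were found, where 0.50 would be expected from a random draw of 106 of the 14534 genes (exact one-sided hypergeometric test, p = 0.090). They were acs-1 at rank 15 and fat-5 at rank 44. Ranked by DESeq2, fat-6 at rank 105 was also found, which makes 3 such genes, fat-6 being named after its value was seen. The families taken for innate immunity (the 8 genes of Figure 3a and the clec, lys, irg, dod and antimicrobial peptide families) had 162 tested genes. Of these, 15 were among the 106 in edgeR and 16 in DESeq2, but 8 of them are the genes of Figure 3a, which were picked for their low p in these libraries. Of the 154 others, 7 were among the 106 in edgeR and 8 in DESeq2, where 1.04 would be expected (exact one-sided hypergeometric test for edgeR, p = 8.1e-05, which takes genes as independent). The clec, lys, irg and dod families were chosen to match GO terms that the paper found enriched in these same libraries. This p is thus not independent of that enrichment. The 7 were dod-21, clec-63, clec-48, clec-150, spp-2, clec-80 and dod-24. Of these 7 genes, only dod-21 and dod-24 were among those to be named by a rule set beforehand. The lowest in expression of them, dod-21, had 45 to 64 reads in control libraries and 2 or 3 in MProPow2 libraries. From the ranks in its own DESeq2 results, the paper reasons that the change in innate immunity genes is statistically more significant than that in genes of carboxylic acid metabolism.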

Due to the downregulation of innate immunity-related genes in MProPow2-treated animals, we focused on this biological process. To validate the RNA-seq data, we performed qRT-PCR analysis on the eight most significantly downregulated innate immunity-related genes from independent samples, including animals treated with MProPow1. These experiments revealed that both MProPows reduce the expression of innate immunity genes in day 2 adult animals (Figure 3a). Based on these data, we hypothesized that MProPow-treated animals might have an upregulated immune response earlier in development, which is then suppressed in post-developmental life stages. Therefore, we examined the expression of innate immunity genes at the L4 larval stage (day 3 from hatch, the last larval stage before adulthood). Contrary to our expectations, most of the examined genes showed reduced expression in L4 larvae as well (Figure S1c). In addition to OP50, we tested whether MProPows affect the expression of innate immunity-related genes in animals fed with HT115 (EV) and found that MProPows also diminish the expression of innate immunity genes in day 2 adults on this diet (Figure 3b). Together, these data demonstrate that MProPows regulate the expression of innate immunity-related genes in a diet-independent manner. Moreover, as the bacterial diet forms the *C. elegans* gut microbiome, our results demonstrate that MProPows affect host physiology independently of these commensal bacteria.

As MProPows reduce the expression of genes functioning in innate immunity (Figure 2b and Figure 3a,b), one obvious question arises: do they impair survival on pathogenic bacteria? To investigate this, we performed a slow-killing assay with Pseudomonas aeruginosa strain PA14 [20]. Of the three independent experiments, one did not show differences in survival between control and MProPow-treated animals (Supplementary Materials File S1, Table S1). However, in the two other experiments, MProPows reduced survival on PA14 (Figure 3c, Supplementary Materials File S1, Table S1). These data suggest that, reflecting the decreased expression of genes associated with innate immunity, MProPows may slightly suppress the innate immune response against pathogenic bacteria.

### 3.3. Downregulation of cpr-3 Promotes Fitness

Since MProPows decrease survival on pathogenic bacteria (Figure 3c, Supplementary Materials File S1, Table S1), we hypothesized that this is a trade-off for enhanced fitness (Figure 1c,d). In other words, we asked whether the downregulation of innate immunity-related genes promotes fitness. Notably, one of the most significantly downregulated genes in MProPow-treated animals is *cpr-3* (Figure 3a,b and Figure S1c, Supplementary Materials File S2). 

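In the RNA-seq libraries, cpr-3 (identifier 180033) was expressed at 58.2, 54.3 and 57.7 CPM in control replicates 1, 2 and 3. In MProPow2 replicates 1, 2 and 3 it was at 17.4, 22.0 and 22.5 CPM. The mean fell from 56.8 ± 2.12 CPM (SD, n = 3) to 20.7 ± 2.82 CPM (n = 3), which is 36.4% of control. These values rest on 1674 to 2038 reads per control library and 561 to 675 reads per MProPow2 library. The log2 fold change was -1.46 (standard error 0.12, adjusted p = 4.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed between -1.53 and -1.35, and it was called each time. Among DESeq2's lower genes, cpr-3 was at rank 8 by p. Of the 7 tested cathepsin B-like genes (cpr), 6 were lower, with a median log2 fold change of -0.75. The median was -0.42 without MProPow2 replicate 3 and -1.21 without MProPow2 replicate 2. The list passed with camera (adjusted p = 3.0e-05 over 20 lists) and did not pass with fry (adjusted p = 0.088). By edgeR, only cpr-3 and cpr-9 were called at adjusted p over all genes tested, and DESeq2 also called cpr-8. The gene cpr-9, which is more abundant, fell from 1850 ± 61.9 CPM to 910 ± 342 CPM (log2 fold change -1.02, adjusted p = 0.049 from the same test). It was not called when control replicate 1, 2 or 3 or MProPow2 replicate 1 was left out, with adjusted p between 0.103 and 0.162, nor with upper-quartile scaling, the stricter count filter, a replicate block or limma. Values of cpr-4 in MProPow2 replicates 1, 2 and 3 were 299, 500 and 31.1 CPM, against 836 ± 15.1 CPM in control (n = 3). With that spread, its log2 fold change of -1.60 had an adjusted p of 0.27 in edgeR. MProPow2 replicate 3 was the lowest library in each of the 7 genes but cpr-3, and cpr-1 had a log2 fold change of 0.0099. The genes other than cpr-3, cpr-8 and cpr-9 were named after their values were seen.

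**Figure D2:**
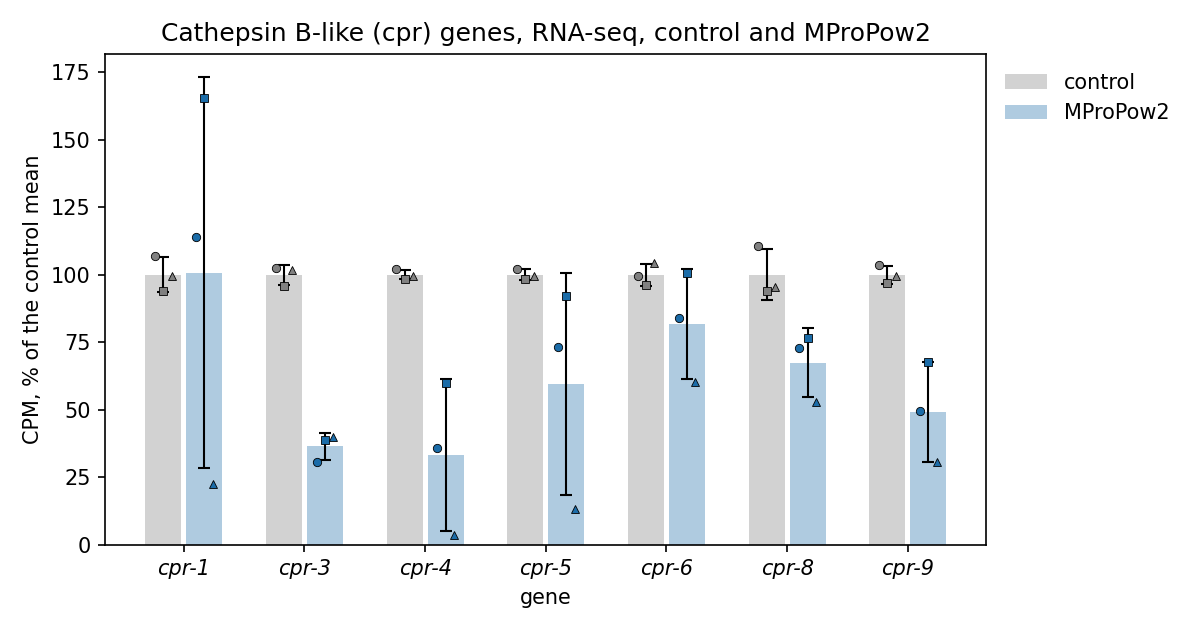
Expression of the 7 tested cathepsin B-like (cpr) genes in the RNA-seq libraries, in CPM as a percentage of each gene's control mean. Bars are means, error bars are SD (n = 3), and circles, squares and triangles are replicates 1, 2 and 3, with control in grey and MProPow2 in blue. The 3 MProPow2 libraries lie close together in cpr-3 and far apart in cpr-1, cpr-4 and cpr-5, where replicate 3 is the lowest.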

CPR-3 is a homolog of cathepsin B (CTSB), a lysosomal cysteine protease [28]. Importantly, cathepsin B has been associated with many pathologies [29]. For example, clinical findings from multiple studies have shown that CTSB levels are increased in many neurologic conditions, including several neurodegenerative diseases such as Alzheimer’s disease and traumatic brain injury [30]. Similarly, as in humans, CTSB levels are increased in animals modeling neurologic disorders, and as shown in 12 studies, its deletion leads to significant improvements in behavioral deficits and neuropathology in these animal models [30]. Furthermore, CTSB plays a role in the development of cancer as well as in conditions such as lung and cardiovascular disorders [31]. Based on these reports, we examined how *cpr-3* RNAi affects *C. elegans* fitness. Strikingly, we found that *cpr-3* knockdown leads to a significant increase in the motility of both day 2 and day 4 adult *C. elegans* (Figure 4a). Notably, *cpr-3* RNAi does not further increase the motility of MProPow2-treated animals (Figure 4a), indicating that these interventions promote fitness through the same mechanism.

## 4. Discussion

We show here that MFGM-containing protein powder (MProPow) promotes fitness, which is, at least partly, due to the downregulation of *cpr-3* expression (Figure 4b). Interestingly, MProPow uncouples fitness from lifespan, as it does not affect longevity (Figure 1a,b). These data indicate that its effect on fitness (Figure 1c,d) is not mediated through known lifespan-modulating mechanisms. Furthermore, the finding that MProPow enhances fitness on both *E. coli* OP50 and HT115 is important, as it indicates that the effect is independent of both diet and gut microbiome. To highlight the influence of diet/microbiome in *C. elegans* health and lifespan experiments, metformin, a widely used drug for type 2 diabetes, has been shown to promote longevity on OP50 but not on the healthier HT115 strain [32]. In this respect, considering that MFGM may be beneficial in the treatment of obesity and the associated type 2 diabetes [33,34], MProPow could be additive to the effects of metformin in these conditions.

With regard to the finding that *cpr-3* RNAi increases motility (Figure 4a), one might think that the phenotype is due to downregulation of CPR-3 function in muscle cells. However, data from a fluorescent reporter strain have shown that *cpr-3* is expressed in the pharynx, pharyngeal–intestinal valve, intestine, and rectal gland cells, with the intestine showing the strongest signal [35]. Therefore, in our experiments, it is likely that the MProPow-induced reduction in *cpr-3* expression in the intestine promotes organismal fitness. This leads to the question: could a similar mechanism apply to humans? In humans, CTSB is not only ubiquitously expressed [36] (Human Protein Atlas, proteinatlas.org), but also secreted. Interestingly, running-induced systemic CTSB secretion from muscles induce beneficial cognitive effects [37], whereas CTSB secretion from many other cell types can have aggravating effects (for example, through the modulation of extracellular matrix (ECM) [38]), especially under pathological conditions [31,39,40]. Thus, together with the physiological condition, the source tissue may affect whether the secreted CTSB is beneficial or not. Notably, adipose tissue has been shown to be one of the tissues that secrete CTSB [41]. Given that the intestine, which expresses *cpr-3* at high level [35], is the primary adipose tissue in *C. elegans* [42], one intriguing hypothesis is that intestinal cells secrete CPR-3, which then modulates the ECM in, for example, muscle cells. Adipose tissue-secreted CTSB could have the same function in humans. In this respect, adipose tissue has been associated with the regulation of muscle function, as aging-associated adipose inflammation in obese people can lead to fatty infiltration in skeletal muscles, resulting in decreased muscle strength and functionality [43]. Nevertheless, further research is required to elucidate whether MProPow modulates CTSB levels in humans.

In addition to *cpr-3*, MProPow was also found to reduce the expression of many other genes related to innate immunity (Figure 2, Figure 3a,b and Figure S1c, Supplementary Materials File S2). Consistent with the gene expression data, MProPow moderately reduces survival on pathogenic PA14 (Figure 3c). We hypothesized above that this decrease in innate immunity is a trade-off for enhanced fitness (Figure 1c,d). Supporting this hypothesis, it has been shown that the allocation of energy toward immune function restricts physical growth in children and preadolescents [44,45]. Additionally, a meta-analysis of data from poultry suggests that organisms have to make a trade-off between immune function and other fitness-enhancing traits [46]. Moreover, the immune response restricts plant development, and aberrantly activated innate immunity is toxic to *C. elegans* [47], further underlining the conservation of the trade-off between immunity and fitness.

Our observed effect of MProPow on *C. elegans* immunity is somewhat contradictory to findings in humans, as numerous studies have reported that MFGM enhances immunity in infants [6,48], whereas milk-derived peptides have also shown promise as immunity-enhancing molecules [49]. In addition to the trade-off hypothesis presented above, there are two other possible explanations. Firstly, *C. elegans* and humans diverged during evolution, and unlike humans, *C. elegans* has not developed adaptive immunity. Therefore, this model organism cannot be used to study the effects of MProPow on this specific branch of the immune system. Secondly, since we assessed the survival of *C. elegans* on PA14 at the adult stage, and considering that MFGM modulates the immunity of newborns [6,48], one explanatory factor for the opposing results could be the developmental stage when exposed to pathogens. On the other hand, milk-derived peptides and MFGM have also been shown to promote health by suppressing the production of multiple inflammation-associated proteins such as IL-1β, IL-6, and TNF-α (suppressed by MFGM [50,51]), as well as MCP-1 (suppressed by milk-derived peptides [52]), which raises the possibility that MProPow-mediated suppression of the immune response is beneficial in humans. Interestingly, inhibition of CTSB leads to a reduced expression of all four aforementioned inflammatory gene [53]. Hence, considering that MProPow reduces *cpr-3*/*CTSB* expression in *C. elegans* (Figure 3a,b and Figure S1c), it is possible that milk-derived peptides and MFGM modulate immunity through CTSB in mammals.

Finally, the data presented here, which show that MProPow promotes *C. elegans* fitness, support the findings from a clinical study performed earlier [9]. Although these two studies were performed in organisms that diverged in evolution hundreds of millions of years ago, similar results from both systems provide strong evidence that the tested MProPow possesses beneficial biological activity. Referring to the effect of MProPow on cathepsin B (*cpr-3*) expression (Figure 3a,b and Figure S1c), the efficacy of almost twenty CTSB inhibitors has been tested in the treatment of various diseases, ranging from cancer to nervous system-associated maladies [29]. Thus, if MProPow is found to decrease CTSB mRNA levels in humans, it would provide a complementary mechanism to target CTSB activity in disease.

## 5. Conclusions

In this study, we found that MFGM-containing protein powder (MProPow) does not affect lifespan but enhances fitness in *C. elegans*. Additionally, MProPow was found to reduce the expression of innate immunity-associated genes, consequently impairing survival on pathogenic bacteria. Interestingly, one of the innate immunity-associated genes downregulated by MProPow is *cpr-3*, the homolog of cathepsin B (CTSB). We show that RNAi of *cpr-3* enhances fitness, but not in MProPow-treated animals, suggesting that the positive effects of MProPow on animal physiology can at least partly be explained by the downregulation of *cpr-3*/*CTSB* expression. In conclusion, this study validates *C. elegans* as a model organism for the preliminary screening of nutraceuticals, allowing for a cost-effective and relatively easy assessment of the effectiveness of bioactive components. Furthermore, it highlights the delicate balance between different aspects of health in biological systems (the trade-off between immunity and fitness) and provides a scientific basis for the development of milk-based supplements and food products aimed at improving physical performance and overall fitness.

## Figures and Tables

**Figure 1:**
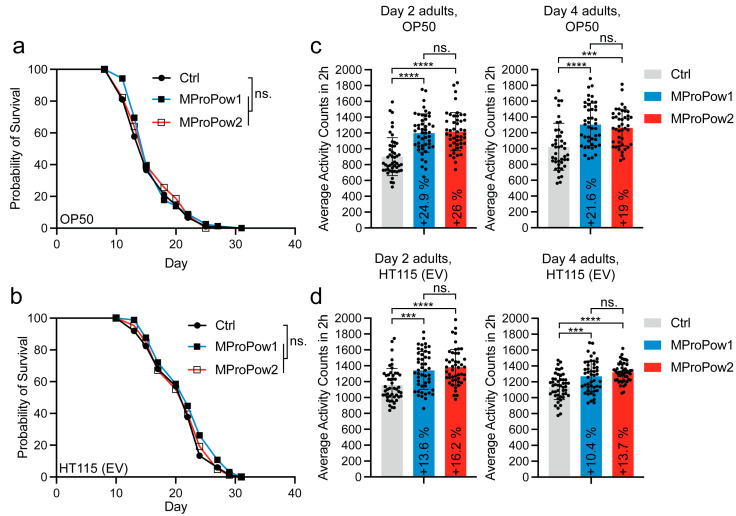
MProPows do not affect *C. elegans* lifespan, but enhance motility. (**a**) Lifespan of OP50-fed and (**b**) HT115 (EV)-fed *C. elegans* on plates supplemented with MProPow1 or MProPow2. Lifespan statistics are reported in Supplementary Materials File S1, Table S1. (**c**) Motility of day 2 and day 4 adult (day 5 and day 7 from hatch, respectively), OP50-fed and (**d**) HT115 (EV)-fed *C. elegans* on plates supplemented with MProPow1 or MProPow2. Each dot (one well in a 96-well plate) represents activity counts for a group of 10 animals over two hours (n = 440 animals for day 4 adults on OP50, n = 480 animals for other conditions). Data are combined from two independent experiments (*** *p* < 0.001, **** *p* < 0.0001, ns: not significant, one-way ANOVA with Tukey’s test).

**Figure 2:**
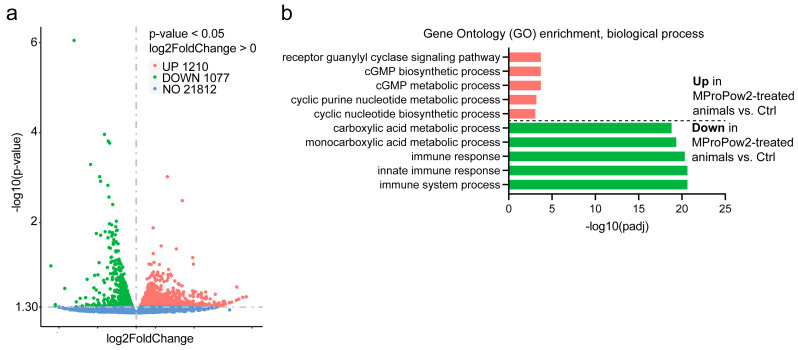
RNA sequencing of MProPow2-treated animals. (**a**) Volcano plot showing differentially expressed genes in of OP50-fed *C. elegans* treated with MProPow2 compared to control. (**b**) Enriched GO terms among up- and downregulated genes in MProPow2-treated animals. Lists of differentially expressed genes are shown in Supplementary Materials File S2.

**Figure 3:**
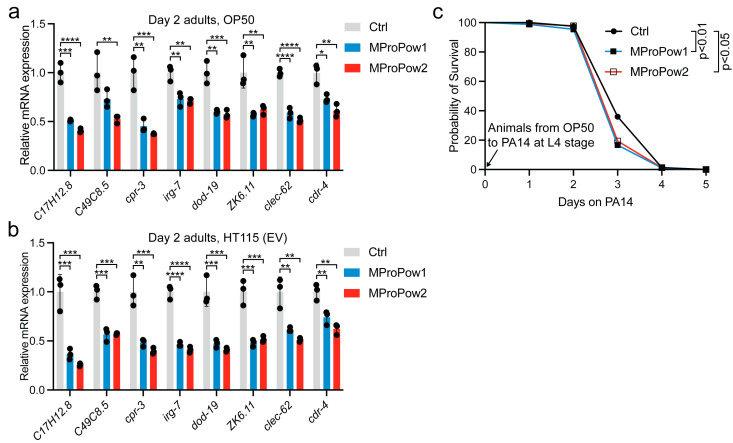
MProPows reduce the expression of genes related to innate immunity. (**a**) qRT-PCR of selected innate immunity-related genes in OP50-fed and (**b**) HT115 (EV)-fed day 2 adult *C. elegans* grown on control or MProPow-supplemented plates. Bars represent mRNA levels relative to control with error bars indicating mean ± SD of three biological replicates, each with three technical replicates (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, one-way ANOVA with Tukey’s test). (**c**) Survival of control and MProPow-treated animals on *Pseudomonas aeruginosa* (PA14). Statistics for PA14 assays are reported in Supplementary Materials File S1, Table S1.

**Figure 4:**
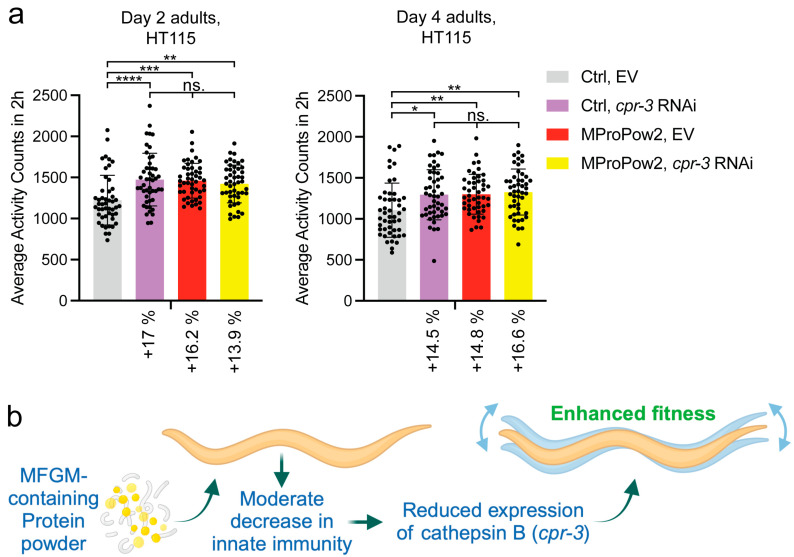
Knockdown of MProPow-regulated cathepsin B enhances motility. (**a**) Motility of day 2 and day 4 adult, control (EV) or *cpr-3* RNAi-treated animals grown on control or MProPow2-supplemented plates. Each dot (one well in a 96-well plate) represents activity counts for a group of 10 animals over two hours (n = 480 animals for all conditions). Data are combined from two independent experiments (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, ns: not significant, one-way ANOVA with Tukey’s test). (**b**) Model based on data presented in this study. Illustration was created with BioRender.com.

**Table 1:** Nutritional content of MProPow. Table is modified from Jyväkorpi et al. [9].

Nutritional Content	Amount per 100 g of MProPow [9]
Energy, kcal	467
Protein, g	76.7
Fat, g	13.3
Carbohydrates, g	6.7
Lactose, g	0.0
MFGM, g	13.0
Phospholipids, g	4.3

## Data Availability

The RNA-seq data generated during the current study are available in the Gene Expression Omnibus (GEO) database repository (GSE270138).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu16142290/s1, Supplementary Materials File S1: Figure S1: Lifespan at 25 °C, motility on *E. coli* OP50 and HT115 (EV), and the expression of innate immunity genes in L4 larvae; Table S1: Individual replicates of *C. elegans* lifespan experiments; Table S2: Oligonucleotide sequences used in qRT-PCR; Supplementary Materials File S2: Differentially expressed genes.

# Supplementary material for: Milk Fat Globule Membrane-Containing Protein Powder Promotes Fitness in Caenorhabditis elegans
**Source:** Nutrients. 2024 Jul 17;16(14):2290. doi: 10.3390/nu16142290
**Supplement:** Supplementary file 1

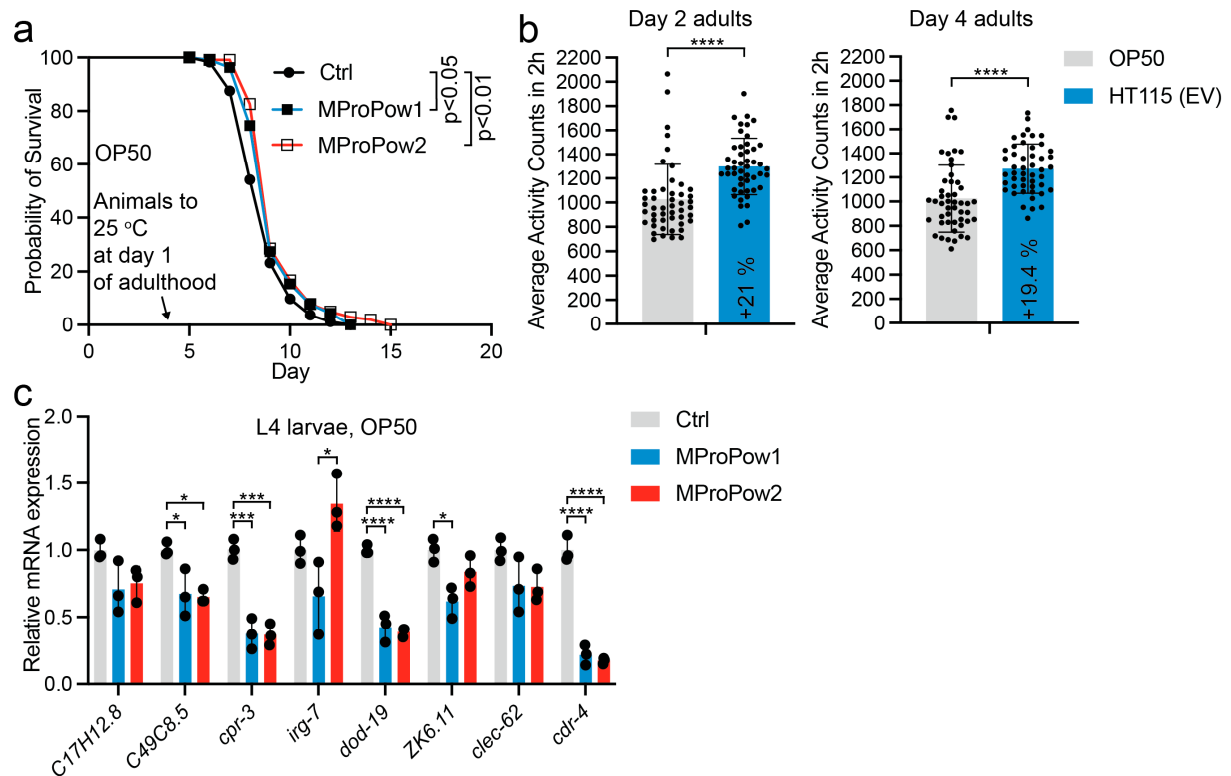

**Figure S1.** Lifespan at 25 °C, motility on *E. coli* OP50 and HT115 (EV), and the expression of innate immunity genes in L4 larvae. **(a)** Survival of OP50-fed *C. elegans* on control, MProPow1- and MProPow2-supplemented plates. Animals were transferred from 20°C to 25°C at day 1 of adulthood (4<sup>th</sup> day from hatch). Lifespan statistics are reported in Supplementary Information file 1, Table S1. **(b)** Motility of OP50- and HT115 (EV)-fed *C. elegans* on day 2 and day 4 of adulthood (day 5 and day 7 from hatch, respectively). Each dot (one well in a 96-well plate) represents activity counts for a group of 10 animals over two hours (n = 480 animals for all conditions). Data are combined from two independent experiments (\*\*\*\*p < 0.0001, t-test). **(c)** qRT-PCR of selected innate immunity-related genes in OP50-fed, L4 larval stage (day 3 from hatch) *C. elegans* grown on control or MProPow-supplemented plates. Bars represent mRNA levels relative to control with error bars indicating mean ± SD of three biological replicates, each with three technical replicates (\*p < 0.05, \*\*\*p < 0.001, \*\*\*\*p < 0.0001, one-way ANOVA with Tukey's test).

**Table S1. Individual replicates of *C. elegans* lifespan experiments**

| Genotype and treatment  | mean lifespan<br>± SE (days) | variation<br>compared<br>to<br>control<br>(%) | <i>P</i> -values<br>against<br>control | N  |
|-------------------------|------------------------------|-----------------------------------------------|----------------------------------------|----|
| <b>Figure 1a</b>        |                              |                                               |                                        |    |
| N2 (OP50) Ctrl          | 15.9 ± 0.45                  |                                               |                                        | 91 |
| N2 (OP50), MProPow1     | 16.5 ± 0.45                  | + 3.6                                         | 0.414                                  | 81 |
| N2 (OP50), MProPow2     | 16.2 ± 0.45                  | + 1.9                                         | 0.621                                  | 88 |
| <b>Figure 1a</b>        |                              |                                               |                                        |    |
| N2 (OP50) Ctrl          | 15.3 ± 0.44                  |                                               |                                        | 85 |
| N2 (OP50), MProPow1     | 16.8 ± 0.41                  | + 8.9                                         | 0.0807                                 | 67 |
| <b>Figure 1a</b>        |                              |                                               |                                        |    |
| N2 (OP50) Ctrl          | 16.5 ± 0.47                  |                                               |                                        | 90 |
| N2 (OP50), MProPow2     | 17.2 ± 0.54                  | + 4.1                                         | 0.357                                  | 73 |
| <b>Figure 1a</b>        |                              |                                               |                                        |    |
| N2 (OP50) Ctrl          | 14.8 ± 0.39                  |                                               |                                        |    |
| N2 (OP50), MProPow2     | 15.8 ± 0.57                  | + 6.3                                         |                                        |    |
| <b>Figure 1b</b>        |                              |                                               |                                        |    |
| N2 (HT115, EV) Ctrl     | 20.8 ± 0.48                  |                                               |                                        | 85 |
| N2 (HT115, EV) MProPow1 | 20.8 ± 0.44                  | + 0                                           | 0.673                                  | 85 |
| N2 (HT115, EV) MProPow2 | 21.5 ± 0.53                  | + 3.3                                         | 0.492                                  | 68 |

**Figure 1b**

|                         |             |       |       |    |
|-------------------------|-------------|-------|-------|----|
| N2 (HT115, EV) Ctrl     | 21.0 ± 0.49 |       |       | 83 |
| N2 (HT115, EV) MProPow1 | 22.0 ± 0.56 | + 4.5 | 0.135 | 67 |
| N2 (HT115, EV) MProPow2 | 21.2 ± 0.49 | + 0.9 | 0.765 | 84 |

**Figure 1b**

|                          |             |       |       |    |
|--------------------------|-------------|-------|-------|----|
| N2 (HT115, EV) Ctrl      | 20.3 ± 0.55 |       |       | 85 |
| N2 (HT115, EV), MProPow2 | 21.4 ± 0.55 | + 5.1 | 0.614 | 68 |

**Figure S1a**

|                                                  |             |       |          |     |
|--------------------------------------------------|-------------|-------|----------|-----|
| N2 (OP50) Ctrl, 25 °C from day1 of adulthood     | 8.78 ± 0.13 |       |          | 92  |
| N2 (OP50) MProPow1, 25 °C from day1 of adulthood | 9.25 ± 0.14 | + 5.1 | 0.040294 | 93  |
| N2 (OP50) MProPow2, 25 °C from day1 of adulthood | 9.44 ± 0.14 | + 7   | 0.003277 | 102 |

**Figure S1a**

|                                                  |              |       |        |     |
|--------------------------------------------------|--------------|-------|--------|-----|
| N2 (OP50) Ctrl, 25 °C from day1 of adulthood     | 9.66 ± 0.14  |       |        | 94  |
| N2 (OP50) MProPow1, 25 °C from day1 of adulthood | 9.96 ± 0.17  | + 3   | 0.1824 | 98  |
| N2 (OP50) MProPow2, 25 °C from day1 of adulthood | 10.08 ± 0.16 | + 4.2 | 0.0688 | 106 |

**Figure 3c (days on PA14)**

|                    |              |       |       |     |
|--------------------|--------------|-------|-------|-----|
| N2 (PA14) Ctrl     | 3.02 ± 0.029 |       |       | 155 |
| N2 (PA14) MProPow1 | 3.03 ± 0.032 | + 0.3 | 0.718 | 156 |
| N2 (PA14) MProPow2 | 2.95 ± 0.038 | - 2.3 | 0.725 | 155 |

| Figure 3c (days on PA14) |              |       |          |     |
|--------------------------|--------------|-------|----------|-----|
| N2 (PA14) Ctrl           | 3.35 ± 0.051 |       |          | 103 |
| N2 (PA14) MProPow1       | 3.12 ± 0.046 | - 6.9 | 0.004041 | 117 |
| N2 (PA14) MProPow2       | 3.1 ± 0.028  | - 7.5 | 0.021594 | 115 |
| Figure 3c (days on PA14) |              |       |          |     |
| N2 (PA14) Ctrl           | 3.50 ± 0.068 |       |          | 134 |
| N2 (PA14) MProPow1       | 3.23 ± 0.046 | - 7.7 | 0.000319 | 143 |
| N2 (PA14) MProPow2       | 3.17 ± 0.042 | - 9.4 | 8.84e-06 | 146 |

**Table S2. Oligonucleotide sequences used in qRT-PCR**

| Gene            | Forward (5' → 3')     | Reverse (5' → 3')       |
|-----------------|-----------------------|-------------------------|
| <i>cdc-42</i>   | CTGCTGGACAGGAAGATTACG | CTCGGACATTCTCGAATGAAG   |
| <i>pmp-3</i>    | GTTCCCGTGTTCACTCAT    | ACACCGTCGAGAAGCTGTAGA   |
| <i>C17H12.8</i> | CACTGTTCGATTGCTCACTCC | TCCGGTGCTGATGTATCCTT    |
| <i>C49C8.5</i>  | CGACTCAACTCTGCTTCTTGG | AGTGAAAAGAGCCATTTCGAAC  |
| <i>cpr-3</i>    | GTGATTTCGACCGAGTGTG   | CTCCACCTGTTACTGCTCCA    |
| <i>irg-7</i>    | CGTGCCGGAAGTATGTTCTG  | ATCTCCGCTAGCTGTTCTC     |
| <i>dod-19</i>   | AGTACCTCAGCCGACACTTC  | AGCATCATCGAAATTGTAACGGA |
| <i>ZK6.11</i>   | TGGCATATCTGTACGCTGGT  | TGCTACCAAGGTCAACGAGA    |
| <i>clec-62</i>  | GCAAGAACAACACTCGCAAA  | TGCTAACACCAGACGCCTTA    |
| <i>cdr-4</i>    | CGCTTCTGACTCGCTTTACA  | TGCTCCAACACATCGGTAGT    |

How the deposited data were processed for this re-analysis (not part of the article)

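The RNA-seq libraries come from 6 whole-animal samples, 3 grown on control plates and 3 on plates with MProPow2. Each sample was mapped to its condition by its title and by the column name that equals its description, and 0 columns were left without a sample. The authors mapped paired-end reads with HISAT2 2.0.5, counted reads per gene with FeatureCounts, and deposited raw counts that had not been normalized. The deposited FPKM values (fragments per kilobase, scaled for depth) are the counts multiplied by a factor per gene and a factor per library, which was tested on 8020 genes, and how the authors computed those factors is not stated. The build, the annotation version and the strand setting are not stated either, so no coordinates are printed. Of the 46936 gene identifiers, 46920 were found in a RefSeq gene table of the worm genome, which was used for names and gene classes.

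The counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its minimum count of 10, libraries were scaled with TMM factors, and the quasi-likelihood F test compared MProPow2 with control with no further covariates. The Benjamini-Hochberg adjustment ran over the 14534 genes tested, and the threshold was 0.05. The common biological coefficient of variation was 13.9%. CPM values use the TMM-scaled library sizes. Depth and the spread among 3 replicates set the precision, and genes of low abundance have wide standard errors.

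The 20 gene lists were recognised by symbol. They are the 8 genes of Figure 3a and the clec, lys, irg, dod, antimicrobial peptide, cpr, fatty acid metabolism, gcy, neuropeptide, chemoreceptor, cytochrome P450, UDP-glucuronosyltransferase, glutathione S-transferase, vitellogenin, major sperm protein, collagen, ribosomal protein, heat shock protein and histone families. They were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, and also with fry and with camera at an estimated correlation. Lists of marker genes for intestine, neurons, oocytes, muscle and germline were written after the first gene-level results. The 2 lists of propionate shunt and methionine cycle genes and 4 further families (asp, nspg, nas and the hedgehog-related genes) were written later still.

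The genes named in the text are the 5 of smallest p in each direction whose CPM values do not overlap between the groups, the genes that the paper names as measured, the 3 members of smallest p of each list past the camera threshold, and the 6 vitellogenin genes. Other genes are named after their values were seen, and the text says so.

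The alternatives were DESeq2 size factors (RLE) and upper-quartile scaling in edgeR, no filter, at least 10 counts in every library, the Wald test of DESeq2 1.42.0, a block for the replicate number, leaving out each library in turn, and limma on log2(FPKM + 1) or log2(FPKM + 0.1), with genes of a mean FPKM of at least 0.1 or with no such filter. DESeq2 on genes with more than 1 read in total was added after the data were seen. On data simulated with 200 of 14534 genes changed 2-fold, edgeR called 68.0% of them with 18 false calls, DESeq2 69.5% with 30 and limma 60.5% with 9. With the gcy list raised in simulated data, camera called it along with 1 other of the 20 lists, and fry called it with 0 others. The members of the GO terms and the supplementary table of the paper are not used here. The qRT-PCR, motility, lifespan and pathogen survival experiments have no deposited files and were left out.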

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

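The tests of oocyte markers, of the summed vitellogenin counts, of piRNA loci and of genes with 0 reads were chosen after the results they explain were seen, as were the matched lists for chemoreceptors.

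The 6 vitellogenin (yolk protein) genes, which the paper does not discuss, rose together. Their summed CPM in MProPow2 was 1.33 times that in control, and their share of all counts was 15.0% to 15.7% against 11.1% to 12.3%. By edgeR, 4 of the 6 were called higher (vit-1 at a log2 fold change of 0.89, vit-3 at 0.89, vit-5 at 0.67 and vit-4 at 0.58), and vit-2 (0.26) and vit-6 (0.25) were not. The list passed with camera (adjusted p = 1.8e-05) and fry (adjusted p = 0.0014), and not with the correlation estimated (adjusted p = 0.175). Leaving out control replicate 1, 2 or 3 or MProPow2 replicate 1 took vit-5 (adjusted p from 0.064 to 0.117) and vit-4 (0.088 to 0.159) past the threshold, and vit-3 was lost without control replicate 2 (0.062) or 3 (0.059). A replicate block lost vit-5 (0.062) and vit-4 (0.072), and limma on log2(FPKM + 1) with no filter lost vit-3 (0.084), vit-5 (0.177) and vit-4 (0.104). Reads assigned to the wrong one of near-identical copies would leave the sum equal, and the sum rose. More oocytes or eggs would raise oocyte and eggshell markers, and the median log2 fold change of 16 such markers was -0.10, with 14 lower (12 and 11 lower under RLE and upper-quartile scaling, with a median of -0.037 under the latter). It lay between -0.26 and 0.012 with libraries left out, being -0.19 and -0.26 without control replicate 3 and MProPow2 replicate 3, -0.052 without MProPow2 replicate 1, and turning to 0.012 and 0.0082 without control replicate 1 and MProPow2 replicate 2. An effect of the powder on yolk gene expression may be the reason, and so may a difference in timing of development, which was not tested.

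The 115 tested chemoreceptor genes had a median log2 fold change of 0.40, with 85 higher. The paper does not discuss them. By edgeR, 4 were called higher and 1 lower over all genes, and 28 higher and 2 lower when adjusted over the list alone. Of the 4, srh-293, srw-56 and str-55 were not called without control replicate 2 (adjusted p from 0.064 to 0.106). The same 3 were not called without control replicate 3 (0.070 to 0.108), nor with limma. Nor was srw-56 called without control replicate 1 (0.069) or MProPow2 replicate 1 (0.081), or with a replicate block (0.072). The call of str-55 was lost without MProPow2 replicate 2 (0.060) and with the block (0.066). These 3 genes had 0 to 7 reads per control library and 12 to 36 per MProPow2 library. The list passed with camera (adjusted p = 2.4e-06) and not with fry (adjusted p = 0.088). Genes of low abundance rose as a class, so 10000 random lists matched on mean expression were drawn. Their mean median was 0.19 for the chemoreceptors and 0.059 for the guanylyl cyclases (gcy), and 0 of 10000 reached the observed median of either list (1e-04 is the smallest share they can give). This argues against a shift of all genes of low abundance as the whole cause, although it may account for part of the chemoreceptor rise. The 16 pan-neuronal markers had a median of -0.045, with 5 higher and 11 lower (0.022, with 8 higher and 8 lower, under upper-quartile scaling). With TMM, 0 were higher at unadjusted p. The median stayed below 0 without any one library. It was -0.014, -0.085 and -0.11 without control replicates 1, 2 and 3 and -0.12 and -0.069 without MProPow2 replicates 2 and 3. These markers show no rise in neuronal RNA of the size of the gcy or chemoreceptor rise. A median so near 0, with members on both sides, cannot decide on a smaller change in that share. No explanation specific to sensory neurons was tested.

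Reads on 15363 piRNA loci, which selection of poly-A RNA should leave out, were 1.48 times as frequent in MProPow2 as in control. In 1000000 non-ribosomal reads they numbered 28.0, 38.1 and 33.2 in control replicates 1, 2 and 3 and 51.5, 51.3 and 44.4 in MProPow2 (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Other classes moved by different amounts, with ratios of 1.68 for tRNA, 1.48 for snoRNA, 1.44 for tRNA pseudogenes, 1.37 for ncRNA, 1.28 for miRNA, 1.16 for antisense RNA, 1.15 for snRNA, 1.13 for lncRNA and 1.02 for pseudogenes, and the groups overlapped in tRNA, snoRNA, snRNA, lncRNA and pseudogenes. The fifth of tested genes of lowest abundance had a median log2 fold change of 0.24 against -0.041 for the fifth of highest abundance, and held 76 higher and 13 lower adjusted calls. A candidate explanation for both is more background reads, from genomic DNA or unspliced RNA, in the MProPow2 libraries. It was put forward after these shares had been seen. Genes with 0 reads in control replicate 1 (2644 protein-coding genes) would gain from evenly spread background too. Per kilobase, they gained a median of 0.184 times (0.130 to 0.344 in 6 pairs of libraries) what 2689 genes low in that replicate gained, both sets being chosen on that replicate alone. This decides nothing, since genes so near 0 reads exclude nothing and how well reads map to them is not known. Background reads and a change in transcription both stay open for the rise in genes of low abundance. For the gcy and chemoreceptor genes, the matched lists above argue against a shift common to all such genes as the whole cause.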

How the results depend on the processing

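The alternative of DESeq2 on genes with more than 1 read was chosen after the data were seen.

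The log2 fold change of cpr-3 stayed between -1.53 and -1.35 in each setting and cpr-3 was called in each. Of the 8 genes of Figure 3a, 5 to 8 were among the 22 lower genes of smallest p in each setting, and all 8 were called in each setting but limma on log2(FPKM + 1) with no filter, where 6 were.

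At unadjusted p, 1001 to 1868 genes were higher and 765 to 1530 lower when libraries were left out in turn. With no filter 2232 were higher, and with upper-quartile scaling 670 were lower. The median of all genes was -0.013 with TMM, -0.0023 with RLE and 0.053 with upper-quartile scaling. The cause of the upper-quartile change was not tested further.

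At adjusted p, leaving out libraries gave 17 to 627 higher and 55 to 417 lower genes. Without control replicates 1, 2 and 3, 152, 71 and 93 of the 437 calls were kept, and without MProPow2 replicates 1, 2 and 3, 113, 270 and 431. The higher count moved by more than 1.5 times without any one library, and the lower count without any but MProPow2 replicate 2. Settings without a library test on fewer libraries. The cause of the rise without MProPow2 replicate 3 was not tested. Counts of higher and lower genes were 684 and 542 with no filter, 341 and 388 with DESeq2, 344 and 389 with DESeq2 on genes with more than 1 read, 37 and 60 with limma on log2(FPKM + 1), 66 and 82 on log2(FPKM + 0.1), and 12 and 33 with no FPKM filter. Upper-quartile scaling gave 131 lower. The cause was not tested. A block for the replicate number gave 90 and 102, with 184 of the 437 calls kept. Nothing in the sources says that numbers pair the libraries, and the correlations of same-numbered libraries after removal of group means were -0.048, 0.096 and -0.116.

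Of the lists, the 8 genes of Figure 3a included, 8 passed with camera, 12 with upper-quartile scaling, 7 to 11 with libraries left out, 4 with fry and 0 with the correlation estimated. Adjusted p with fry was 0.327 for lys, 0.0883 for cpr and 0.221 for fatty acid metabolism. With the correlation estimated it was 0.545 for lys and fatty acid metabolism, 0.368 for cpr, and 0.175 for dod and gcy. The clec list passed with upper-quartile scaling (0.0305). With libraries left out, clec ranged from 0.0324 (without MProPow2 replicate 2) to 0.464 and lys from 0.00108 to 0.0943 (without MProPow2 replicate 1). The direction that camera gives for irg turned without MProPow2 replicate 3 (0.728), with a range of 0.238 to 0.782. The irg median stayed positive there, at 0.13 with 4 higher and 3 lower. The cause was not tested.

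Other lists turned in the direction that camera or fry gives, which can differ from the sign of the median. The adjusted p was above 0.05 wherever they turned. For cyp it was 0.836 with upper-quartile scaling, 0.563 with no filter and 0.927 with fry. It was 0.985 and 0.958 without control replicates 1 and 2, and 0.597 without MProPow2 replicate 2. For msp it was 0.836 with upper-quartile scaling, 0.501 without control replicate 2 and 0.150 without MProPow2 replicate 2. For hsp it was 0.226 with at least 10 counts. For gst it was 0.985 without control replicate 1 and 0.464 without MProPow2 replicate 1. For ribosomal proteins it was 0.893 without control replicate 3 and 0.187 without MProPow2 replicate 2. The cyp median stayed positive with upper-quartile scaling (0.086), as did that of msp (0.565). The gst median turned negative without control replicate 3 (-0.022), where camera did not turn. Over all 6 settings without a library, msp ranged from 0.133 to 0.831, gst from 0.198 to 0.985 and ribosomal proteins from 8.0e-05 (without MProPow2 replicate 3, direction kept) to 0.893. The turns named make 14 turns of direction among the single genes and the lists other than those above. Of their other comparisons, 652 kept direction and side of the threshold, 79 lost the threshold and 26 passed it. A list whose median changed sign counts as kept where the direction from camera or fry did not turn. The msp list had no value with at least 10 counts in every library, and dod-21, acs-15, srh-293, srw-56 and str-55 had no value under it.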

Differences from the paper's values

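The paper shows about 22000 genes as not called in Fig. 2a, read by eye, and edgeR on the 14534 genes tested here gave 12080. Of the alternatives set before the data were examined, no filter, DESeq2 and the 3 limma settings are within 1.5 times of the paper's value, and RLE and upper-quartile scaling, at least 10 counts in every library, the replicate block and the 6 settings without a library are not. DESeq2 on genes with more than 1 read, chosen after seeing the values, gave 21812 with the 3 genes that have no p, which matches the exact number that the legend of the figure prints, and it drops 0 of the 8 genes of Figure 3a.

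The largest -log10 p in the paper is about 6 in Fig. 2a, read by eye, and edgeR gave 7.77 here, which is 0.777 in the units of that axis. The points of the figure match DESeq2 values of 60.5, 39.6, 30.2 and 24.9 only when the axis is taken as -log10 p divided by 10, and on that scale DESeq2 does not differ and edgeR does.

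For irg-7, the paper's qRT-PCR value is about 0.71 of control in Fig. 3a, read by eye, and the RNA-seq value is 0.434. It differs in every alternative, those set before the data were examined included. For ZK6.11, the paper's qRT-PCR value is about 0.62 in Fig. 3a, read by eye, and the RNA-seq value is 0.387. It differs in every alternative set before the data were examined except without MProPow2 replicate 3. The paper's qRT-PCR was done on independent samples, so the values of both genes come from different animals. The direction is the same as in the paper for all 8 genes. In all 8, the RNA-seq value lay below the qRT-PCR value, by little in cpr-3 (0.36 against about 0.37, read by eye). The 8 genes were picked for low p in the RNA-seq libraries and not in the qRT-PCR samples.

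The paper places its 8 innate immunity genes among the 22 downregulated genes of greatest significance. By edgeR, 6 of them were, and clec-62 was at rank 23 and ZK6.11 at rank 28. By DESeq2, all 8 were. DESeq2 also gave 1210 genes higher and 1077 lower, the counts that the paper states.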

Other observations

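The tests of a mislabelled library, of depth and of intestinal share in MProPow2 replicate 3, of the vitellogenin genes as intestinal markers, and the 4 further families and 2 metabolic lists were chosen after the results were seen.

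Of the 10 ways to split the 6 libraries into 3 and 3, only 1, the real one, gave 437 adjusted calls. The other splits gave 0 adjusted calls and from 155 to 1614 unadjusted calls by edgeR. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count. Leaving out the ribosomal RNA and vitellogenin genes kept 429 of 433 calls, thinning each library to 28859395 counts kept 404 of 437, and removing a length trend per library kept 383 of 437. These argue against a few abundant genes, depth or gene length as the whole cause.

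Intestinal RNA as a smaller share of the MProPow2 libraries would lower genes of immunity and digestion together. The 16 intestinal markers had a median log2 fold change of -0.27 (14 lower), against -1.31 for the 8 genes of Figure 3a, and 6 of 6 vitellogenin genes, also intestinal, were higher. A smaller share may thus contribute to the fall but not account for its size. Under upper-quartile scaling the intestinal median was -0.20. Muscle markers had the same median of -0.27 (10 of 12 lower). By edgeR, 4 muscle and 2 intestinal markers were called lower at adjusted p. Over the 7 marker and metabolic lists, both passed with camera (adjusted p = 5.8e-05 and 4.1e-04). With fry, muscle markers passed (adjusted p = 0.018) and intestinal markers did not (0.29). With the correlation estimated, neither passed (0.14 and 0.44). Germline markers had a median of -0.036 (11 of 12 lower, with 0.027 and 4 lower under upper-quartile scaling, 0.020 and 0.050 without control replicate 1 and MProPow2 replicate 2, and -0.082 and -0.16 without control replicate 3 and MProPow2 replicate 3).

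After the first results, 4 further families were looked at. The aspartyl protease (asp) genes were lower in 11 of 11 (10 of 11 under RLE or upper-quartile scaling), with a median of -0.78 and 5 called by edgeR. The nspg genes were lower in 9 of 10, with a median of -0.62. The hedgehog-related genes were higher in 20 of 28, with a median of 0.30, and the nas genes in 16 of 25, with a median of 0.12 (0.19 under upper-quartile scaling and without control replicate 2, and 0.23 without MProPow2 replicate 3). Over these 4, camera adjusted p was 9.0e-09, 9.0e-09, 3.4e-04 and 0.038, and with the correlation estimated 0 passed (smallest 0.104). With fry, the asp, nspg and hedgehog-related genes passed (adjusted p = 0.0146 each) and the nas genes did not (0.093).

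The reference genes of the paper's qRT-PCR were not called, cdc-42 at a log2 fold change of -0.11 (adjusted p = 0.57) and pmp-3 at -0.15 (adjusted p = 0.44) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the other lists, none passed with camera on all libraries: neuropeptides (adjusted p = 0.140), cyp (0.774), ugt (0.375), gst (0.682), msp (0.774), col (0.114), ribosomal proteins (0.446), hsp (0.140) and his (0.140). In other settings of camera, 4 of these passed. The col list did with upper-quartile scaling (0.0193), no filter (0.0239), at least 10 counts in every library (0.0368), and without control replicate 2 (8.8e-04) or MProPow2 replicate 3 (0.0378). Neuropeptides passed with upper-quartile scaling (0.0294) and without control replicate 3 (0.00995), his with upper-quartile scaling (0.0480) and without control replicate 2 (0.00612), and ribosomal proteins without control replicate 2 (0.0163) or MProPow2 replicate 3 (8.0e-05). A list that did not pass can still hold called genes. Of the 23 tested hsp genes, edgeR called 5 higher and 1 lower at adjusted p. Their median log2 fold change was 0.055, and the adjusted p with fry was 0.057.

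MProPow2 replicate 3 stood apart. Of 7752 genes with a mean of at least 10 CPM, 18 were at least 4-fold lower and 4 at least 4-fold higher in it than in the other 2 MProPow2 libraries, counting genes that these 2 held within 2-fold of each other, against at most 1 for any other library. Over the 1044 genes that edgeR called without it, its median place on a scale from the control mean (0) to the mean of the other 2 MProPow2 libraries (1) was 0.822, against at most 0.0923 for a control library left out in the same way. This argues against a mislabelled control. Its total of 30.8 (in units of 1000000 counts) lies within the range of the others, and its vitellogenin sum was 1.07 times that of the other 2, which argues against low depth and a smaller intestinal share as the whole cause. Intestinal markers were lower in it by a median of -0.27, and oocyte markers higher by 0.44, so a shift in tissue shares may contribute.

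Among the genes low in that library were acdh-1 and hphd-1 of the propionate shunt. From the hypothesis that the shunt genes fall with more vitamin B12, it was then predicted that ech-6, hach-1 and alh-8 would lie below each control library in all MProPow2 libraries and be lowest in replicate 3, and 3 of 3 did. With the methionine cycle genes, for which nothing was predicted, 8 of 10 genes not seen before lay below each control library, where 12.3% of all tested genes do and chance gives 5%. None of 10000 matched lists reached 8. By edgeR, 6 of the 12 genes passed at unadjusted p and 1, mtrr-1, at adjusted p (0.020). Without MProPow2 replicate 3, 4 passed. Of 13 further genes looked at beside these lists, 12 were tested, and 1 (bcat-1) was both below each control library and lowest in replicate 3. The genes mmcm-1, pcca-1 and pccb-1 of the other propionate pathway had log2 fold changes of -0.037, 0.13 and 0.048. More vitamin B12 reaching the animals, and unevenly so, may be a reason. Co-regulated genes fall together whatever lowers them, and no vitamin B12 content of the powder was found in the paper's text.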
